A study of Mus musculus with 12 samples. Its data were reported in "Dissecting the heterogeneity and tumorigenesis of BRCA1 deficient mammary tumors via single cell RNA sequencing" (2021).

How the data were processed

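Single-cell RNA was measured by Drop-seq, a droplet method in which each cell is captured with a barcoded bead and each captured RNA molecule carries a unique molecular identifier (UMI), so that PCR copies are counted once. The material came from 2 mice of mixed C57BL/6 and 129/Sv background with MMTV-Cre, a Cre recombinase active in mammary epithelium, and 2 floxed Brca1 alleles. From each mouse the fourth mammary glands (MG1 and MG2) and a mammary tumor (MT1 and MT2) were dissociated and depleted of blood and endothelial cells. The labels assign 12 libraries to these 4 groups, 2 for MG1, 2 for MG2, 5 for MT1 and 3 for MT2. Libraries were numbered within a group in accession order, so a number names a library and pairs nothing.

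The authors sequenced the libraries on an Illumina instrument, processed the reads with the Drop-seq tools and STAR against the Ensembl mouse genome GRCm38.p6, and filtered cells by detected genes and mitochondrial share. The deposited values are raw UMI counts per gene and cell with no normalization, 21743 genes by 21157 cells, and the number of cells equals the number the study states after its filters. The table holds 0 cells with under 100 detected genes (the lowest has 800) and 191 genes seen in under 4 cells. No column was left unassigned to a library. Drop-seq reads the 3′ end of polyadenylated RNA, so a gene total does not show whether a floxed exon was removed. Whether the counting used strand or how it divided reads among paralogs is not stated, so counts of overlapping genes, pseudogenes and close paralogs are uncertain. Libraries shared between 0 and 7 cell barcodes, and no pair of libraries of 1 group had counts within sampling noise of each other, so each library was counted once.

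Depth ranged from 693333 UMIs and 105 cells (MG1 replicate 2) to 14841414 UMIs (MT2 replicate 1) and 4874 cells (MT2 replicate 2). The median UMIs per cell ranged from 1784 (MT1 replicate 1) to 4842 (MG1 replicate 2). Shares of single libraries have exact Clopper-Pearson intervals of 95%, and a count of 0 was given a limit of 3 counts over the library or group. These intervals and limits cover counting error only.

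Cells were clustered with scanpy 1.11.5 and leidenalg 0.10.2 in python 3.11.15 (3000 variable genes, 30 principal components, 20 neighbours, resolution 0.6). These values are in the study's methods, but the clustering is not theirs: counts were log-normalized and all 30 components and Leiden clustering were used, where the study regressed out mitochondrial share and cell cycle with SCTransform, chose components from an elbow plot and used the SLM algorithm. Clusters were named "X-like" from marker lists fixed before the data were examined, requiring at least 3 markers with a log2 fold of 1 or more over the other cells (pseudocount 10 CPM) and no leading genes against the name. Doublets were not removed. The doublet caller marked 54 cells (0.255%), too few to have worked, so the highest 5% of doublet scores per library were also left out as an alternative. Stromal cells (fibroblast-like, endothelial-like and immune-like clusters, 1127 cells) were left out of the expression tests, as the study did before its own tumor analysis. This left 20030 cells. A tumor cluster is a cluster outside the stromal ones with 90% or more of its cells from tumor libraries.

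Raw counts were summed per library, and in a separate fit per mouse and tissue, and tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM scaling, filterByExpr, Benjamini-Hochberg adjusted p under 0.05). The fit of all 12 libraries in 4 groups gave 4 contrasts: MT1 against MG1, MT2 against MG2, the difference between these (the interaction), and MT1 against MT2. Its replicates are libraries of 1 tissue of 1 mouse, so its p-values cover the spread between libraries of these animals and not the spread between mice. Library batch is not given by the labels, and a batch that follows a tissue of a mouse cannot be told apart from the group. The fit of 4 sums with the mouse as block has the animal as replicate. The pairing comes from the labels, which give the same mouse for gland and tumor. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of F. CPM are counts scaled by the cpm function of edgeR to the TMM-scaled library total. Where a group had 0 UMIs, the fold is a lower bound of the pooled CPM of the other group against 3 counts over the group at 0.

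Gene lists fixed before the data were examined were tested with camera (limma 3.58.1, inter-gene correlation 0.01) on the paired fit, with fry beside it. There were 9 lists: epithelial, mesenchymal, basal lineage, luminal lineage, proliferation, proteasome, chemokine, and genes the study ranked highest in luminal cells or in tumors from its bulk and other single-cell data, which are not these libraries. The luminal list has the 39 genes the study prints, fewer than the number it gives in words. Lists share members: Krt8, Krt18 and Krt19 are in the epithelial and luminal lineage lists, Fn1 and S100a4 in the mesenchymal and study tumor lists, and Cxcl5 in the chemokine and study tumor lists. Shares of cells were compared by an exact two-sided permutation of library labels within each mouse (210 arrangements, smallest possible p 0.00476). For the proliferation share each cell was thinned to 500 UMIs, which left out 0 cells of any group, and a cell counted when it had 2 or more UMIs over the list. Regional expression was read as the running median of the log2 fold change over 25 neighbouring tested genes, against the largest absolute median in 1000 permutations of gene order. Positions are those of GENCODE M21 on GRCm38, which gave 1 position for 21277 of the 21743 genes and for 13448 of the 13642 tested genes. Versions of other tools were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and DESeq2 1.42.0.

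Genes are named in the text by a rule fixed before the data were examined: a panel from the study's topics and the genes around Met, the 5 largest rises and falls of the paired fit among called genes with an average log2 CPM of 5 or more, and the 5 highest in each tumor with the same expression limit and no overlap between the libraries of MT1 and MT2. Genes named in the closing part on gland cells outside this rule were chosen after their values were seen.

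Alternatives were relative log expression (RLE) size factors, DESeq2, no low-count filter, all cells, gland cells without the basal-like ones or without those in tumor clusters, only the groups of a contrast, other clustering and thinning settings, fry, no block, other windows, and leaving out each library in turn. The alternatives of 1000 or more detected genes per cell, the highest doublet scores left out, regional runs without 1 library, and library fits and named genes without the gland cells in tumor clusters were chosen after seeing the data. The edgeR fits were tested on simulated counts with 200 changed genes. edgeR recovered 59.5% of them for MT1 against MG1 and 45% for the interaction and 86% for MT1 against MT2 (12888 genes tested), 82.5% for MT2 against MG2 (12874 genes), and 28.5% in the paired fit (13453 genes). For the lists (13642 genes), camera found the shifted list in 20 of 20 rounds with 1 call among 160 unshifted lists, and fry found it in 2 of 20 with 2 calls among 160. These lists were random genes simulated independently of each other. The false calls of camera on lists of genes that vary together were therefore not measured. The regional test was tried on permuted fold changes, where it found a block of 30 genes shifted by log2 4. The clustering, the shares of cells and the tests on gland cells of tumor clusters were not tried on simulated data. Pseudotime and lineage trajectories were not analysed here.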

Results

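To compare mammary cells with tumor cells of the same animal, Drop-seq was applied to the mammary glands and the mammary tumors of 2 Brca1-deficient mice. The deposited table held 818 cells from the gland of mouse 1 (MG1, 2 libraries), 2335 from the gland of mouse 2 (MG2, 2 libraries), 7690 from the tumor of mouse 1 (MT1, 5 libraries) and 10314 from the tumor of mouse 2 (MT2, 3 libraries). The gland libraries together held 3153 cells and the tumor libraries 18004. The total UMI count per library ranged from 693333 (MG1 replicate 2) to 14841414 (MT2 replicate 1). There were 2 mice, and the libraries of 1 tissue of 1 mouse repeat the library preparation and not the animal. Values below are mean ± SD over libraries, and p-values of the library comparisons cover the spread between libraries only.

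Brca1 (chromosome 11, 101488764 to 101551955 in GRCm38, minus strand, protein-coding) is the targeted gene and was read first. In MG1 it had 0 UMIs in both libraries, which allows up to 1.00 CPM over the group. It had 2.24 ± 0.473 CPM in MG2 (n = 2, 19 UMIs), 11.5 ± 3.14 CPM in MT1 (n = 5, 200 UMIs) and 10.5 ± 1.34 CPM in MT2 (n = 3, 412 UMIs). MT1 was at least 10.4-fold higher than MG1 (edgeR adjusted p 1.32e-05), and MT2 was higher than MG2 (log2 fold change 2.21, SE 0.35, adjusted p 2.59e-05). The 2 tumors did not differ (log2 fold change 0.06, SE 0.21, adjusted p 0.967). The counts were made from 3′ ends and do not show whether the floxed exons were removed. All 12 libraries carry the floxed genotype, and no wild-type library was part of the comparison.

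**Figure D1:**
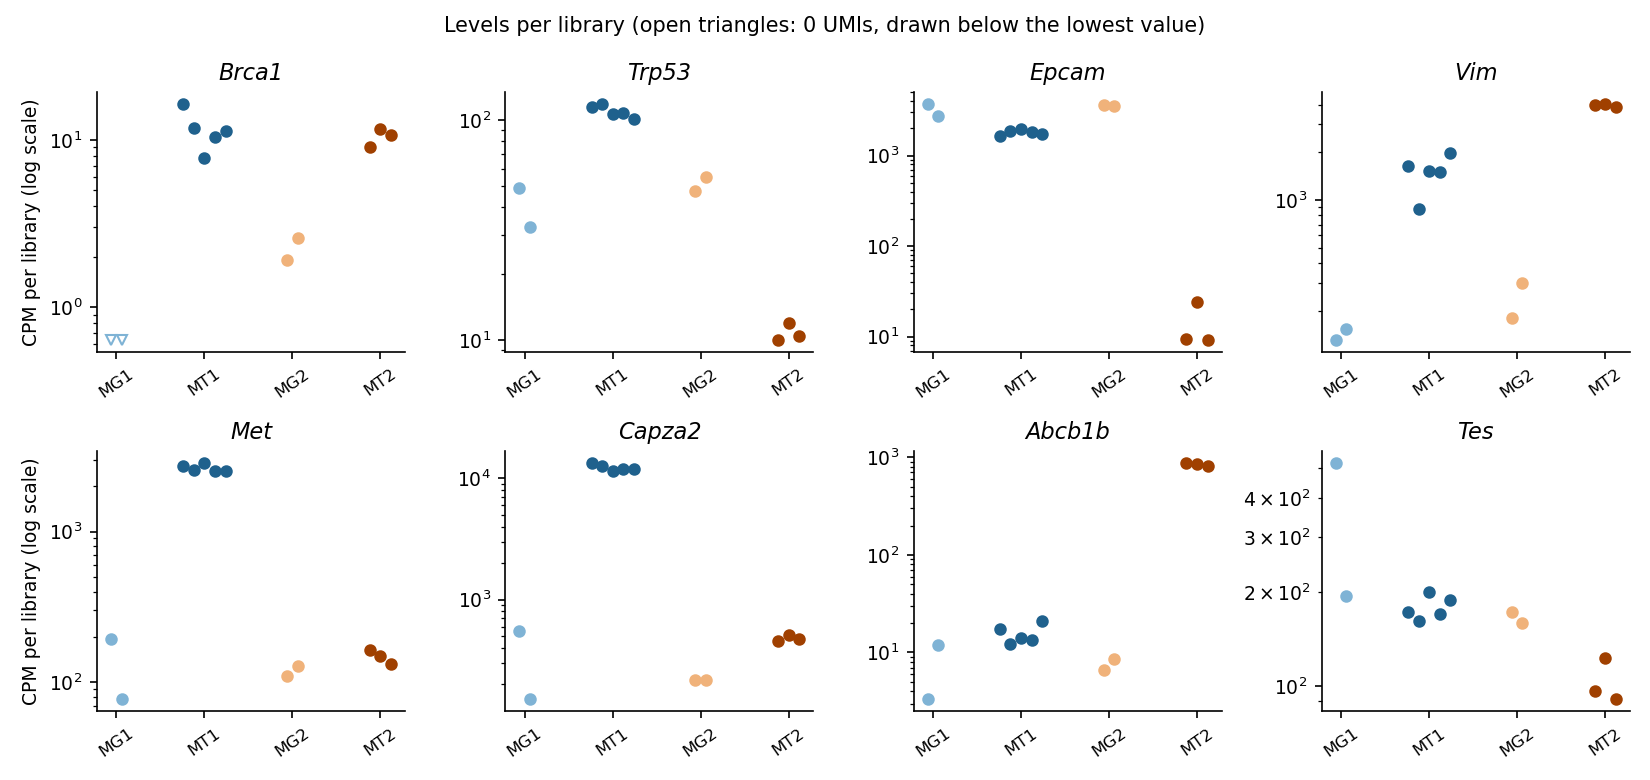
Levels of 8 named genes in each of the 12 libraries, as CPM on a log scale for MG1, MT1, MG2 and MT2. Each dot is a library and an open triangle marks 0 UMIs; Brca1 lies higher in each tumor library than in each gland library, Met and Capza2 are highest in MT1, and Abcb1b is highest in MT2.

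Clustering gave 11 clusters. Of these, 1 luminal secretory-like cluster (1236 cells), 1 luminal hormone-sensing-like cluster (1251 cells) and 1 basal-like cluster (328 cells) came mostly from glands. The epithelial-like clusters 3 (2526 cells) and 5 (3519 cells) came almost wholly from MT1, with 2515 and 3498 cells of that tumor. An unnamed Vim-high cluster (cluster 9, 1405 cells) held 1348 cells of MT1, 44 of MG2 and 13 of MT2. The unnamed clusters 10 (3822 cells) and 11 (5943 cells) held 3821 and 5943 cells of MT2. Fibroblast-like (697 cells), endothelial-like (245 cells) and immune-like (185 cells) clusters made up the stromal cells. Because clusters 3, 5, 9, 10 and 11 each came mainly from 1 tumor, their sizes were not compared between groups.

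The suspensions had been enriched for epithelial cells, and the share of cells left in stromal clusters was compared between gland and tumor. It was 24.4% ± 11.3 in MG1 (n = 2), 9.67% ± 0.424 in MG2 (n = 2), 3.21% ± 1.05 in MT1 (n = 5) and 5.45% ± 1.68 in MT2 (n = 3). Averaged over the 2 mice the tumor share was lower by a difference of -12.7 percentage points (mouse 1 -21.2, mouse 2 -4.23; exact two-sided permutation p 0.00476, 1 of 210 arrangements and the smallest possible). Leaving out the highest 5% of doublet scores, an alternative chosen after seeing the data, moved this difference most among the processing alternatives, to -11.4 points. The MG1 share rested on libraries at 16.4% and 32.4%, and the difference was -8.72 points without MG1 replicate 2 and -16.7 points without MG1 replicate 1. The fibroblast-like share (-9.62 points) and the endothelial-like share (-2.77 points) were both lower in tumors with exact permutation p 0.00476 each. The immune-like share went in opposite directions in the mice (-2.34 points in mouse 1, which rested on 5 of 105 cells in MG1 replicate 2 with 0 of 713 in MG1 replicate 1, and 1.70 points in mouse 2) and did not differ on average (-0.319 points, exact permutation p 0.762). Over the 5 shares tested in this way, the proliferation share below included, the Benjamini-Hochberg adjusted permutation p was 0.00595 for the 4 at 0.00476 and 0.762 for the immune-like share.

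Cells outside the stromal clusters (20030 cells) were then compared between tumor and gland. With the mouse as the replicate (4 sums, paired), edgeR called 0 of 14946 genes, with 2219 genes at an unadjusted p under 0.05. DESeq2 on the same sums called 1378 genes, 624 higher and 754 lower in tumors, and the edgeR fit without the block called 0. No gene was therefore named from the paired fit. In simulated data of this design with the dispersion estimated from the 4 sums, edgeR recovered 28.5% of the changed genes, with 50% of those changed by a log2 fold of 4 and 5.21% of those changed by 2. With a dispersion of 0.01 in place of the estimated one it recovered 99%, so this recovery depends on the spread between the mice.

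With libraries as replicates, edgeR called 8085 of 13642 genes between MT1 and MG1 (4386 higher and 3699 lower in the tumor) and 9140 between MT2 and MG2 (4460 higher and 4680 lower). Between the mouse contrasts, 5777 genes were called in both, and 82.5% of them had the same sign (2504 higher and 2262 lower in both tumors). The other 1011 had opposite signs, 677 higher in MT1 and lower in MT2 and 334 the reverse. Of the genes with the same sign, 2151 also had an unadjusted paired p under 0.05. The test of the difference between the mice called 5928 genes, 3605 with the more positive change in mouse 1 and 2323 with the more positive change in mouse 2. These splits depended on scaling. For the difference between the mice DESeq2 called 3030 and 2935, and edgeR with RLE size factors 3170 and 2800. For MT1 against MG1 the majority changed side, with 3734 higher and 4108 lower by DESeq2 and 3943 and 4153 with RLE size factors, and between the tumors too (4426 and 4524, and 4590 and 4779). For MT2 against MG2 it changed side by DESeq2 (4342 higher and 4332 lower), with only the groups of the contrast (5269 and 5174), and without MG2 replicate 1 (4489 and 3487), MG2 replicate 2 (4584 and 3521) or MT1 replicate 1, 2 or 5, so no majority is read from these splits. RLE size factors shifted the median of all genes by -0.12 in mouse 1, 0.02 in mouse 2 and -0.06 between the tumors. The tumors differed in 9333 genes (4818 higher in MT1 and 4515 higher in MT2), and 8624 genes had no overlap between the MT1 and MT2 libraries, where chance gives 3.57% of genes. Among the processing alternatives the largest move was to 12005 genes between the tumors with no low-count filter.

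The study described the loss of epithelial features and gains in proliferation, proteasome and chemotaxis genes during tumorigenesis, and 9 gene lists, with chemokines chosen here for chemotaxis, were tested for tumor against gland. camera on the paired fit placed all 9 past its threshold, and fry placed none (adjusted p from 0.205 to 0.400). camera ranks the genes of a list against the other genes, with the correlation between genes fixed in advance. Its p-values therefore reflect the spread between genes and do not show how well a change of a list repeats between mice. The median log2 fold changes were 3.64 for proliferation (18 genes, camera adjusted p 1.39e-28), 2.84 for the study tumor list (23 genes, 4.40e-11), 2.82 for mesenchymal genes (15 genes, 0.000159), 1.87 for chemokines (13 genes, 0.000725) and 1.33 for the proteasome (14 genes, 9.31e-05). They were -5.23 for the study luminal list (35 genes, 4.60e-20), -4.88 for basal lineage genes (10 genes, 1.37e-08), -4.22 for luminal lineage genes (14 genes, 2.02e-10) and -3.26 for epithelial genes (15 genes, 1.84e-05). The median, the mean and the camera direction had the same sign for each list. With genes of a group at 0 UMIs set to the floor, the medians were -4.48 for the study luminal list (16 genes at a bound), -4.49 for basal lineage genes (2) and 1.66 for chemokines (3).

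The lists did not move alike in both mice. Epithelial genes had a median of -0.82 in mouse 1 (8 lower and 3 higher of 15 genes, counts adjusted over the list alone the same) and -7.19 in mouse 2 (15 of 15 lower), and luminal lineage genes -1.56 and -7.78. The study luminal list had -2.40 and -8.20, or -2.50 and -6.73 with genes of a group at 0 UMIs set to the floor. Basal lineage genes had -4.26 and -5.84. Mesenchymal genes had 1.34 in mouse 1 (7 higher and 2 lower of 14) and 4.02 in mouse 2 (10 higher and 2 lower), and the study tumor list 2.27 and 4.12, or 2.19 and 3.79 with such genes at the floor. Adjusted over the list alone, the counts in mouse 1 and mouse 2 were the counts adjusted over all genes except for the study tumor list in mouse 1 (20 against 19 higher) and the proteasome in mouse 2 (12 against 11 higher). On the difference between the mice, camera called 6 lists: epithelial (median 6.96), study luminal (4.52, or 3.77 at the floor), luminal lineage (4.39), basal lineage (1.78), mesenchymal (-1.58) and study tumor (-1.17, or -1.59 at the floor). All 6 held under fry, which also called chemokines (1.49, adjusted p 0.00345) and the proteasome (0.55, adjusted p 0.0291). Proliferation genes as a list did not differ between the mice, although 3 of the 18 were called lower in the change of mouse 1, 1 of them adjusted over the list alone (median -0.23, camera adjusted p 0.137, fry adjusted p 0.475), with medians of 3.45 and 3.72 and 18 of 18 genes higher in each tumor. In the paired fit adjusted over the list alone, 18 proliferation genes, 9 study tumor, 6 study luminal, 4 basal lineage, 4 luminal lineage, 4 chemokine, 3 mesenchymal, 0 epithelial and 0 proteasome genes were called by edgeR.

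Single genes of these lists showed the same contrast. Epcam (chromosome 17, 87635979 to 87651129) had 3227 ± 709 CPM in MG1 and 1818 ± 123 in MT1 (log2 fold change -0.83, SE 0.25, adjusted p 0.00781). In mouse 2 it had 3605 ± 69.9 CPM in MG2 and 14.2 ± 8.47 in MT2 (-7.99, SE 0.35, adjusted p 1.00e-12). The mouse 1 fall rested on MG1 replicate 1, without which it was -0.47, and it was -0.57 with all cells, both past no threshold. Cdh1 (chromosome 8, 106603351 to 106670246) changed by -1.32 in mouse 1 and -8.71 in mouse 2 (SE 0.15 and 0.23). Vim (chromosome 2, 13573927 to 13582826) rose from 143 ± 16.6 to 1502 ± 398 CPM in mouse 1 and from 240 ± 86.6 to 3948 ± 102 CPM in mouse 2 (log2 fold change 3.41 and 4.04, SE 0.30 and 0.31). Within MT1, Vim had 111 ± 26.3 CPM in the epithelial-like clusters and 7093 ± 720 CPM in the Vim-high cluster (n = 5 libraries, CPM of the clusters' own UMIs). The mouse 1 rise thus came from the Vim-high cells and not from the epithelial-like ones. Epcam had 2183 ± 86.0 and 193 ± 41.2 CPM in the same 2 sets of MT1 cells. The Vim changes did not differ between the mice (-0.63, adjusted p 0.182), but 71.4% of the MG2 UMIs of Vim came from 47 gland cells in tumor clusters, and without such cells the difference was called (-2.34, adjusted p 2.59e-05). Without MG2 replicate 2 alone it was also called (-1.23). Fn1 (chromosome 1, 71585520 to 71653200) was called higher in MT2 than MG2 (5.05, SE 0.23) and not between MT1 and MG1 (0.43, adjusted p 0.0622). Of the MG2 UMIs of Fn1, 77.5% came from the 47 gland cells in tumor clusters, and without such cells the mouse 2 change was 7.13 and the difference between the mice -6.65. In mouse 1 the Fn1 change was past the threshold without MT1 replicate 2 (0.52), and with all cells, stromal ones included, it reversed to -0.94. Mrc2 (chromosome 11, 105292643 to 105351139) had 0 UMIs in MG1, 4 in MG2, 27 in MT1 and 700 in MT2. It was higher in MT2 than MG2 (5.17, SE 0.51, adjusted p 1.09e-07) and at least 1.40-fold higher in MT1 than MG1, a call that was lost without MG1 replicate 1 or 2 or MT1 replicate 3 or 4 and that reversed with all cells.

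Keratins fell more in mouse 2. Krt8 (chromosome 15, 101996698 to 102004482) changed by -0.83 in mouse 1 and -3.11 in mouse 2, and Krt17 (chromosome 11, 100256217 to 100261029) by -1.58 and -7.48. Krt18 (chromosome 15, 102028180 to 102032027) and Krt14 (chromosome 11, 100203162 to 100207548) were not called in mouse 1 (-0.14 and -0.29) and fell in mouse 2 (-2.34 and -5.84), and the mouse 1 value of Krt18 was -0.51 and called without MG1 replicate 2 and 0.52 with no call without MG1 replicate 1. Of the hormone receptor genes, Prlr (chromosome 15, 10177238 to 10349180) changed by -4.95 and -10.79, Pgr (chromosome 9, 8899833 to 8968611) by -6.29 and -9.58, and Esr1 (chromosome 10, 4611593 to 5005614) by -2.75 and -5.05, each called in both mice. Erbb2 (chromosome 11, 98412470 to 98437716) was lower in MT2 only (-0.94, adjusted p 0.00144), a call lost without MG2 replicate 2 (-0.54), and the difference between the mice was not called (0.78, adjusted p 0.0978) except without MG1 replicate 1 (1.72). Cd36 (chromosome 5, 17781690 to 17888801) and Fabp3 (chromosome 4, 130308595 to 130315463) were lower in both tumors (-4.86 and -6.19 for Cd36, -6.54 and -6.37 for Fabp3). In mouse 1 both calls rested on MG1 replicate 2, which held 252 CPM of Fabp3 against 2.49 in MG1 replicate 1, and without it the changes were -1.55 and -1.17, both past no threshold. Atf3 (chromosome 1, 191170296 to 191218039) fell in mouse 2 (-2.21, SE 0.35, adjusted p 1.95e-05) and not in mouse 1 (-0.59, adjusted p 0.112). The mouse 1 value of Atf3 was -1.25 without MG1 replicate 2 and reversed to 0.97 without MG1 replicate 1, both past the threshold.

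Trp53 (chromosome 11, 69580359 to 69591873) moved in opposite directions. It had 40.8 ± 11.5 CPM in MG1 and 110 ± 6.84 in MT1 (log2 fold change 1.33, SE 0.18, adjusted p 7.11e-06). In mouse 2 it had 51.3 ± 5.03 CPM in MG2 and 10.8 ± 1.01 in MT2 (-2.25, SE 0.17, adjusted p 1.18e-09). H19 (chromosome 7, 142575529 to 142578143, a long non-coding RNA) was lower in MT2 than MG2 (-6.30, SE 0.71, adjusted p 3.65e-07), with 45.5% of its MG2 UMIs in the 47 gland cells of tumor clusters. The mouse 2 change of H19 ranged from -6.80 to -4.63 over leave-outs. H19 had 58.2 CPM in MG2 replicate 1 and 12.9 in MG2 replicate 2. In mouse 1 H19 was higher in the tumor (1.99, SE 0.79, adjusted p 0.0380), a call that was lost with RLE size factors, with all cells, and without any 1 of MG1 replicate 1 (0.37), MT1 replicates 1, 2 and 4 or MT2 replicate 1. S100a4 (chromosome 3, 90603771 to 90606045) was higher in MT1 than MG1 (2.05, SE 0.32) and not called in mouse 2 (0.25, adjusted p 0.442). However, 91.8% of its MG2 UMIs and 62.5% of its MG1 UMIs came from gland cells in tumor clusters. Without these cells S100a4 changed by 3.32 in mouse 1 and 3.76 in mouse 2 with no called difference between the mice (-0.44, adjusted p 0.665), and without MG2 replicate 2 it changed by 1.36 in mouse 2.

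Proliferation was also read per cell. The share of cells with 2 or more UMIs over the 18 proliferation genes, after thinning to 500 UMIs, was 2.16% ± 0.924 in MG1 (n = 2), 1.90% ± 0.295 in MG2 (n = 2), 17.4% ± 4.80 in MT1 (n = 5) and 33.5% ± 7.07 in MT2 (n = 3). The mean difference was 23.4 percentage points (mouse 1 15.2, mouse 2 31.6; exact two-sided permutation p 0.00476, the smallest possible). Without thinning the shares were 23.3%, 11.7%, 42.8% and 75.9% and the difference was 41.8 points, the alternative that moved it most. In the same tumor libraries, fibroblast-like cells reached 8.82% in MT1 (median 1911 UMIs) and 15.1% in MT2 (median 2491 UMIs), endothelial-like cells 13.0% and 17.8%, and 68 hormone-sensing-like cells of MT1 10.3% (median 1926.5 UMIs). The share of cluster 5 in MT1 (12.6%, median 2112.5 UMIs) did not stand clear of these: it lay below the endothelial-like share and above the fibroblast-like, hormone-sensing-like and secretory-like (3.85%, 26 cells) shares of MT1. Cluster 3 (18.97%) and the Vim-high cluster (26.5%) in MT1 lay above all of these MT1 shares. Among the stromal cells of MT2, immune-like cells had the highest share, at 24.4% (176 cells, median 2287 UMIs). The leading genes of cluster 10 are proliferation genes (Cenpe, Top2a, Cenpf and Mki67 among them), so the clustering itself parted MT2 by the genes scored here, and the shares of clusters 10 and 11 (77.3% and 8.38%) say nothing further. Mki67 (chromosome 7, 135689784 to 135716361) rose by 2.48 and 3.74 and Top2a (chromosome 11, 98992943 to 99024189) by 3.20 and 3.71 in mouse 1 and mouse 2, all 4 called by edgeR, with 44.7% of the MG2 UMIs of Top2a from the 47 gland cells of tumor clusters. Ccnd1 (chromosome 7, 144929931 to 144939925) was not called in mouse 1 (0.15, adjusted p 0.442) except without MG1 replicate 1 (0.60), and rose in mouse 2 (0.54, adjusted p 0.00852).

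**Figure D2:**
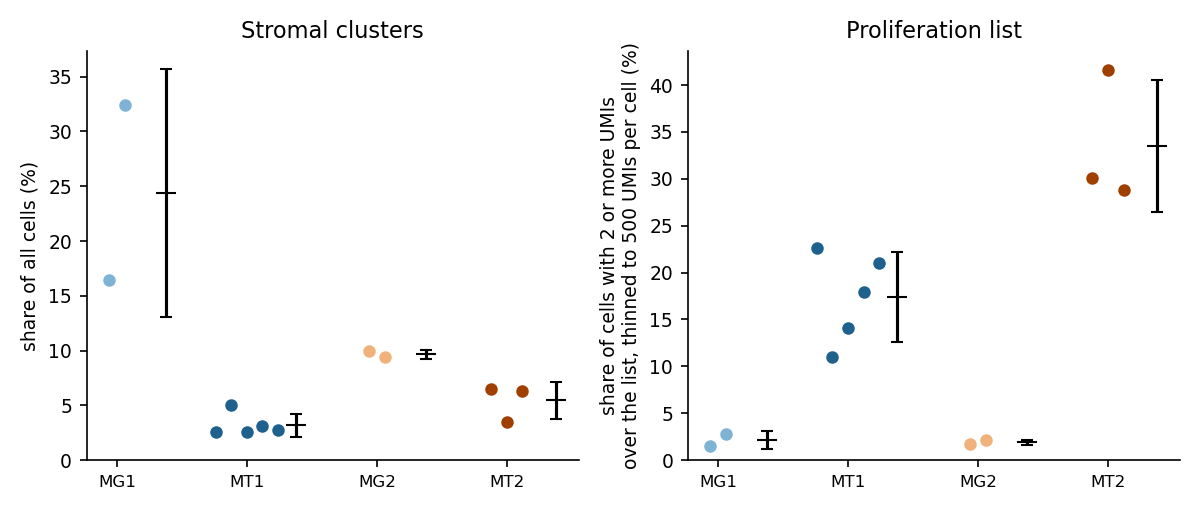
Share of cells in stromal clusters (left, percent of all cells) and share of cells with 2 or more UMIs over the proliferation list after thinning to 500 UMIs (right, percent), for MG1, MT1, MG2 and MT2. Each dot is a library and the black bars are mean ± SD; the stromal share is higher in each gland library than in any library of the tumor of the same mouse, and the proliferation share is lower.

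To compare the tumors with each other, the genes with the largest difference and no overlap between libraries were listed. In MT1 these were Ubd (chromosome 17, 37193892 to 37196095), BC064078 (chromosome 6, 128992952 to 129008040, annotated as a pseudogene and so uncertain), Ccl20 (chromosome 1, 83116766 to 83119167), Krt6a (chromosome 15, 101689910 to 101694307) and Krt15 (chromosome 11, 100131758 to 100135928). All 5 had 0 UMIs in MT2, and MT1 was at least 1624-fold, 1086-fold, 994-fold, 976-fold and 252-fold higher in that order. Krt15 varied most among the MT1 libraries (21.6 ± 19.8 CPM, n = 5). In MT2 they were Nrn1 (chromosome 13, 36725361 to 36735131), Nalcn (chromosome 14, 123276634 to 123627144), Hhip (chromosome 8, 79965851 to 80058006), Brinp3 (chromosome 1, 146494760 to 146902472) and Ccl11 (chromosome 11, 82057823 to 82062955). Nrn1, Nalcn and Hhip had 0 UMIs in MT1, so MT2 was at least 783-fold, 750-fold and 716-fold higher. Brinp3 and Ccl11 had 4 UMIs each in MT1 (log2 fold change MT1 against MT2 -10.11 and -9.99). Hhip had 0 UMIs in both glands as well, and MT2 was at least 314-fold higher than MG2.

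Expression along the chromosomes was compared between the tumors because Met and several of its neighbours, high in MT1, lie side by side. The running median of the MT1 against MT2 log2 fold change over 25 genes, less the median of all genes, passed the limit of 1.63 from permuted gene orders in 3 regions (permutation p 0.000999, the smallest possible with 1000 permutations). On chromosome 5, from 3236431 to 20704792 (46 tested genes), it reached -2.51, with 36 genes called higher in MT2 and 5 in MT1. On chromosome 11, from 98740638 to 100591729 (37 genes, 10 of them keratins), it reached 3.23, with 21 genes called higher in MT1 and 6 in MT2. On chromosome 15, from 100038664 to 102517064 (44 genes, 10 of them keratins), it reached 2.47, with 36 genes called higher in MT1 and 4 in MT2. Without keratin genes the chromosome 11 and 15 regions no longer passed (0.557 and 1.38), and the chromosome 5 region still passed without Abcb1a and Abcb1b (-2.13, limit 1.68). Their paralog Abcb4 was not among the tested genes. Windows of 51 genes moved the count of regions most, to 16. With each gland as the reference, the chromosome 5 region passed in mouse 2 (2.54 for MT2 against MG2) and not in mouse 1. Leaving out MG1 replicate 1, MG1 replicate 2 or MG2 replicate 2 gave 6 regions each. Abcb1b (chromosome 5, 8798147 to 8866315), which has close paralogs beside it, had 7.67 ± 6.15 CPM in MG1, 15.6 ± 3.61 in MT1, 7.68 ± 1.41 in MG2 and 852 ± 26.0 in MT2 (log2 fold change 6.79 for mouse 2, SE 0.29, adjusted p 8.21e-13). In mouse 1 it changed by 1.54 (SE 0.40, adjusted p 0.00325), and by 0.46 with no call without MG1 replicate 1.

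**Figure D3:**
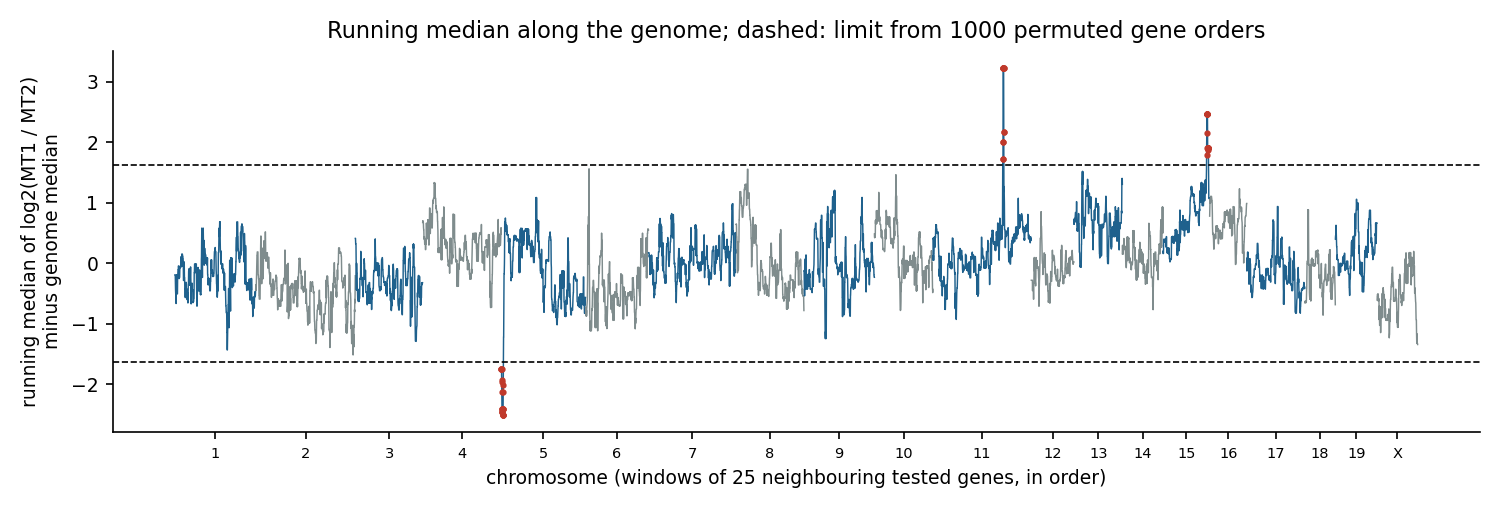
Running median of the log2 ratio of MT1 to MT2 over 25 neighbouring genes, less the genome median, against position along the chromosomes. Dashed lines mark the limit of 1.63 from 1000 permuted gene orders and red points the windows past it, which lie on chromosomes 5, 11 and 15.

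Around Met on chromosome 6, high expression in MT1 covered neighbouring genes. Met (17463800 to 17573980) had 135 ± 81.8 CPM in MG1 and 2628 ± 146 in MT1 (log2 fold change 4.19, SE 0.27, adjusted p 1.69e-09). In mouse 2 it had 119 ± 13.2 CPM in MG2 and 148 ± 15.4 in MT2 and was not called (0.31, SE 0.23, adjusted p 0.243). The mouse 2 change of Met passed the threshold without MG1 replicate 1 (0.35), without MG1 replicate 2 (0.33) and without the gland cells of tumor clusters (0.51). Capza2 (17636234 to 17666972) changed by 5.07 and 1.15, Cav1 (17306335 to 17341452) by 6.14 and 3.66, and Cav2 (17281185 to 17289115) by 4.06 and 1.94 in mouse 1 and mouse 2, all called. The 14 MG1 cells in tumor clusters held 36.9% of the MG1 UMIs of Met, 48.8% of Capza2, 47.8% of Cav1 and 53.2% of Cav2, and without the gland cells of tumor clusters the mouse 1 changes were 4.64, 5.77, 6.88 and 4.92. Without MG1 replicate 1 those of Met, Capza2 and Cav2 were 5.197, 6.45 and 5.36. St7 (17692933 to 17943025) changed by 5.31 in mouse 1 and was not called in mouse 2 (0.39, adjusted p 0.116), except without MG2 replicate 1 (0.76) or MT1 replicate 1, 2 or 5 (0.54 each). Wnt2 (17988940 to 18030585) was near the detection limit, with 76 UMIs in MT1 and 1 in each of MG1, MG2 and MT2. The named genes on either side did not show this rise. Tes (17065149 to 17105828) did not rise (-1.04 in mouse 1 and -0.68 in mouse 2), and Cttnbp2 (18366478 to 18514843) had 0 UMIs in both tumors, at least 32.2-fold lower than MG1 and 49.8-fold lower than MG2. With 0 UMIs in both tumors, Cttnbp2 cannot show where the rise ended on its side. The mouse 1 fall of Tes rested on MG1 replicate 1 (-0.01 without it), where 60.5% of the MG1 UMIs of Tes came from 14 cells in tumor clusters. The mouse 2 fall of Tes lost its call without either MG2 library, without MT1 replicates 1, 2 or 5 and without MT2 replicates 1 or 3. The 25-gene window centred on Met was at -0.0109 and the largest of the 25-gene windows holding Met at 1.56, both below the limit of 1.63, while the 15-gene window centred on Met reached 4.08, past its limit of 3.41. The largest window holding Met had the opposite sign with 51 genes (-0.778), for MT1 against MG1 (-0.661) and for genes with an average log2 CPM of 4 or more (-1.02), none past its limit, so the rise is confined to few genes and its passing depends on the window. A 25-gene window holding Met did pass in 5 of the 12 fits without 1 library, which were without MG1 replicate 1 (2.07), MG1 replicate 2 (2.40), MG2 replicate 1 and MG2 replicate 2 (2.05 each) and MT1 replicate 3 (1.79).

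**Figure D4:**
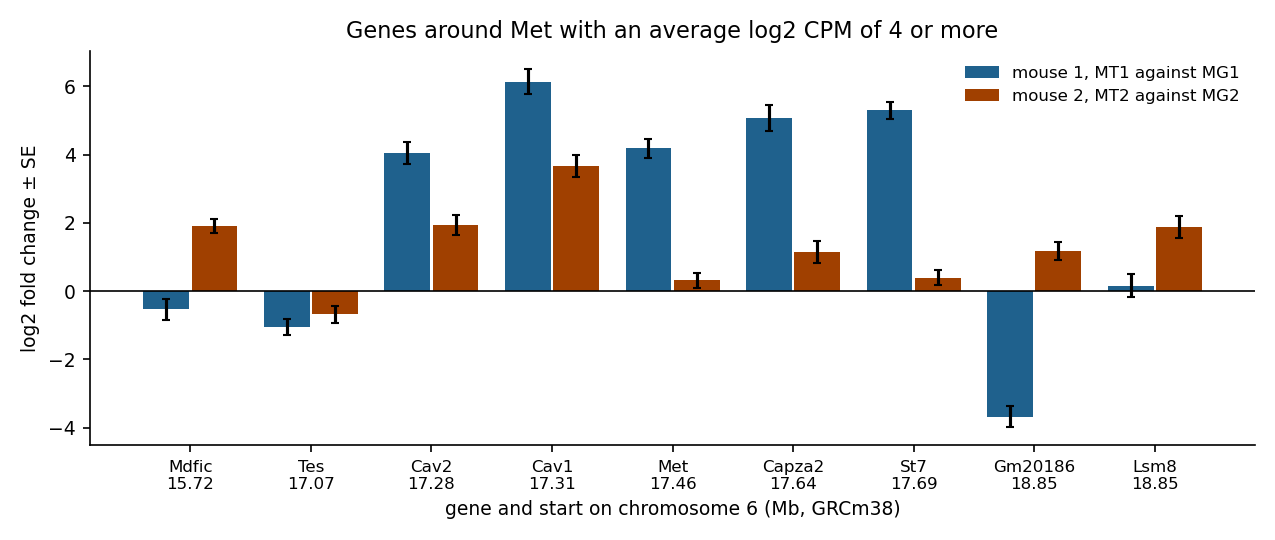
Log2 fold change ± SE of MT1 against MG1 and of MT2 against MG2 for the genes around Met with an average log2 CPM of 4 or more, in order along chromosome 6 (GRCm38). Cav2, Cav1, Met, Capza2 and St7 rise by 4.06 to 6.14 in mouse 1 and by 0.31 to 3.66 in mouse 2.

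Some cells of the gland libraries fell in tumor clusters. They were 14 of 596 cells in MG1 replicate 1 (2.35%, 95% Clopper-Pearson interval 1.29 to 3.91), 20 of 1065 in MG2 replicate 1 (1.88%, 1.15 to 2.89) and 27 of 1044 in MG2 replicate 2 (2.59%, 1.71 to 3.74). MG1 replicate 2 had 0 of 71, which allows a share of up to 4.23%. The 14 cells of MG1 lay in the epithelial-like clusters of MT1. Of the 47 cells of MG2, 44 lay in the Vim-high cluster and 3 in the epithelial-like clusters, and 0 lay in clusters 10 and 11, which held 99.7% of the MT2 cells outside stromal clusters. A limit of 80% of cells from tumor libraries picked the same clusters and so tests nothing. No cluster had a share between 62.4% and 96.2%. At the higher clustering resolution the counts changed by 1 cell. With 1000 or more detected genes per cell the shares were 3.10%, 2.54% and 3.15% in the 3 libraries that had any.

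**Figure D5:**
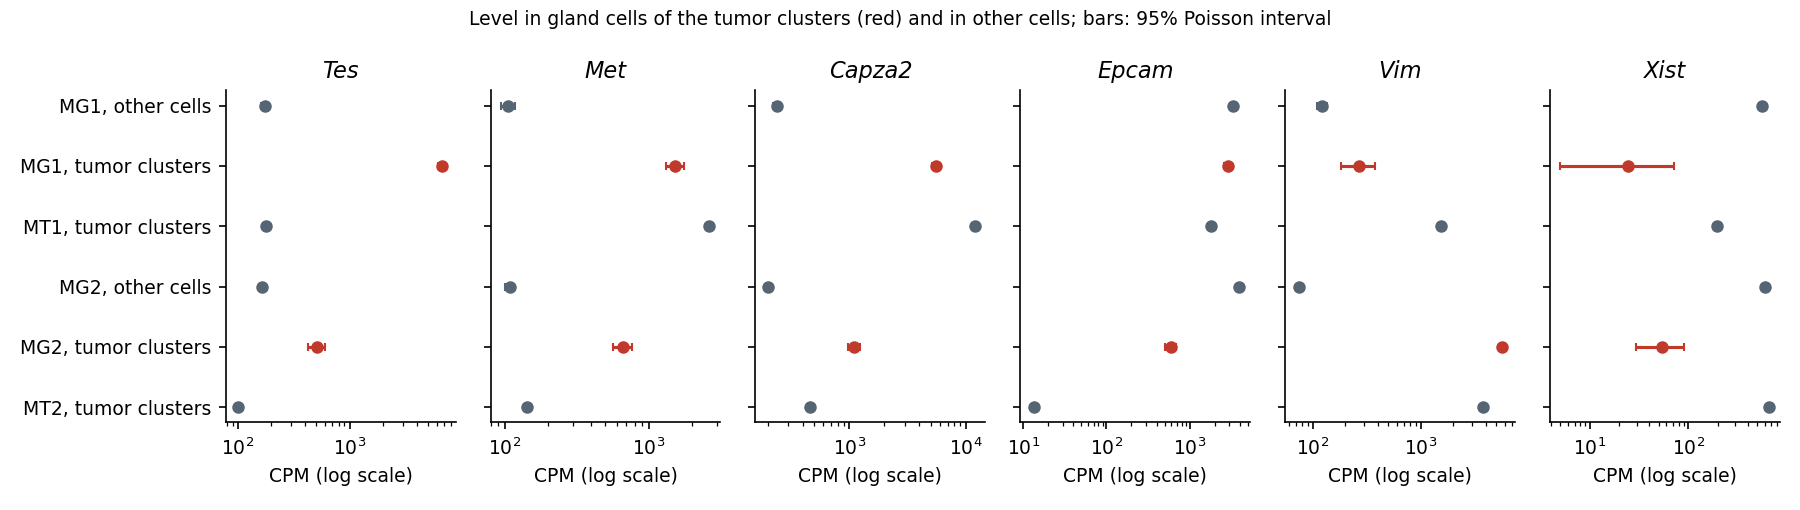
CPM (log scale) of 6 genes in gland cells of tumor clusters (red), in the other cells of the same gland and in the tumor clusters of MT1 and MT2, with 95% Poisson intervals that cover counting error only. Tes lies far higher in the 14 MG1 cells (6682 CPM) than in the other MG1 cells (177 CPM), and Xist lies lower in both red groups than in the other gland cells.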

Values the study reported

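The study reported 21157 single cells after its filters, 3153 from mammary glands and 18004 from mammary tumors. It reported that these cells formed 15 main clusters. For mouse 1 it reported 13 subgroups of cells, among them 1 basal and 2 luminal subgroups of the gland, 8 epithelial subgroups of the tumor and 2 mesenchymal ones. For mouse 2 it reported 6 tumor subgroups.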

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

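Of the tests in this part, the fits without the gland cells of tumor clusters and the comparison of glands and tumors over all genes were chosen after the results were seen. The first pattern is a difference between the mice under the same contrast of tumor against gland, tested as an interaction in edgeR over the 12 libraries.

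The change from gland to tumor differed between the mice in 5928 of 13642 genes. A difference in depth is argued against: with each library thinned to the 521584 UMIs of the smallest, 4088 of the 4130 called genes still tested (99.0%) had the same direction and 2469 kept their call, while the fit called 2615 of 8410 genes. Basal-like cells in the glands are argued against as the cause, since 5763 genes were called without them, 5560 of them shared. Stromal cells are not needed for it, since they were left out, and with all cells 6307 genes were called. A difference between the mice, or between their library batches, that is the same in gland and tumor on the log scale is argued against, since it drops out of the interaction and would leave no gene called. Over all tested genes the glands differed in 732 (5.37%) and the tumors in 68.4%, with fewer gland libraries. A batch of 1 tissue of 1 mouse is confounded with the group and stays open. GC content and gene length were not tested. That the tumors of separate animals differ is the biological explanation the design gives, and with 1 tumor per mouse it stays open and untested against other tumors.

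Among the named genes, the log2 difference of the change (mouse 1 minus mouse 2) was positive and called for H19 (8.29), Cdh1 (7.39), Epcam (7.15), Krt17 (5.90), Prlr (5.84), Krt14 (5.56), St7 (4.91), Capza2 (3.93), Met (3.87), Trp53 (3.58), Pgr (3.29), Cav1 (2.48), Esr1 (2.30), Krt8 (2.28), Krt18 (2.20), Cav2 (2.12), S100a4 (1.81) and Atf3 (1.62). It was negative and called for Ccl11 (-10.94), Brinp3 (-10.53), Abcb1b (-5.25), Fn1 (-4.63) and Mki67 (-1.26). The S100a4 value came with the gland cells of tumor clusters, and without these cells it reversed to -0.44 with no call (adjusted p 0.665). It was also not called without MG2 replicate 2 (0.74) or with all cells (0.49). For Mki67 the call was lost without MG1 replicate 2 (-0.94) or MG2 replicate 1 (-1.11), and for Atf3 without MG2 replicate 1 (1.30), where the range over leave-outs was 0.93 to 3.14. The mouse 1 change of Abcb1b was called only with MG1 replicate 1 (0.46 without it), while that of H19 lost its call without any 1 of 5 libraries, although the difference between the mice held in each case for both genes. For Epcam and Cdh1 the larger part of the difference is the fall in mouse 2, and Epcam was at a like level in the glands (3227 and 3605 CPM). No cause was tested for single genes.

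For genes with a group at 0 UMIs the fitted size of the difference is not a bound, so only its adjusted p is given: Ubd 8.67e-12, BC064078 2.45e-10, Krt6a 1.29e-08, Ccl20 1.69e-06, Nalcn 2.20e-05, Krt15 0.00171 and Brca1 0.0109. The Brca1 call rested on 19 UMIs in MG2 and 0 in MG1, and it was lost without MG1 replicate 1 (adjusted p 0.198) and kept in the other 11 fits without 1 library. BC064078 is annotated as a pseudogene, and shared reads were not tested for it.

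Of the gene lists, camera called the difference between the mice for epithelial (median 6.96), study luminal (4.52), luminal lineage (4.39), basal lineage (1.78), mesenchymal (-1.58) and study tumor genes (-1.17), and all 6 held under fry. These lists rest on the same libraries as the genes above, so the same explanations stay open for them.

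Within MT1, 1 library stood far from the other 4 in 3 measures, each time MT1 replicate 2. Its stromal share was 5.04% against 2.56% to 3.08%, its Cdh1 level 181 CPM against 150 to 154, and its Krt15 level 56.3 CPM against 7.62 to 18.3. In all, 44 measures were looked at. Chance would give about 2.2 such values if the measures were independent, but they come from the same 5 libraries, so that the count is only a guide and chance stays open. This library also had the highest median UMIs of MT1 (2892.5 per cell). No cause was tested. Leaving this library out changed the stromal difference to -12.9 percentage points, close to the -12.7 with it.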

How the results depend on the processing

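The alternatives named in the methods as chosen after seeing the data are marked here as added. Counts of called genes stayed within 1.5 times under the other settings: 6829 to 8740 for MT1 against MG1 and 8674 to 10985 for MT2 against MG2. They were 5763 to 6307 for the difference between the mice and 8950 to 12005 between the tumors. The 5763 came without basal-like gland cells, a fit given for the difference between the mice only. In the same order, the added fits gave 8159, 9189, 5954 and 9285 without the gland cells of tumor clusters and 7788, 8849, 5583 and 8903 for cells with 1000 or more detected genes. Leaving out 1 library in turn gave 6301 to 8451, 7976 to 10044, 5017 to 5947 and 8414 to 10239. The lowest count for mouse 1 was without MG1 replicate 1, and 1 gland library less lowers the number of libraries a gene must be seen in, so more genes were tested. Where a group is left with 1 library, that library is assumed to vary like the other groups.

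In the paired fit, DESeq2 called 1378 genes where edgeR called 0, and leaving 1 library out of its sum gave 0 to 4 calls (4 without MG1 replicate 1). For both the cause was not tested. With no replicate block, that is without the pairing by mouse, edgeR called 0 genes and camera 9 lists, so the block changed no call. fry called 0 of the 9 lists where camera called 9. With camera a list is set against the other genes. With fry the list is set against the spread between the sums, with 1 residual degree of freedom, and in simulated data of this size it found 2 of 20 shifted lists. All 9 lists were called by camera with all cells and in each of the 12 leave-outs.

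The stromal difference was -12.6 to -12.5 percentage points, -11.4 without the highest doublet scores (added), -12.7 with 1000 or more genes (added) and -16.7 to -8.72 over leave-outs. The proliferation difference was 32.5 to 41.8, 25.5 with 1000 or more genes (added) and 21.4 to 24.6 over leave-outs. Each was past the threshold in its exact permutation test. The shares of gland cells in tumor clusters stayed within their intervals in each setting.

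The number of regions past the limit was 6 with windows of 15 genes, 16 with windows of 51, 6 for MT2 against MG2, 8 for genes with an average log2 CPM of 4 or more, 3 for MT1 against MG1, and 3 to 6 over the added leave-outs. The limit differs between window lengths, and the cause was not tested further. The chromosome 5 region passed in each of these but MT1 against MG1 (-0.89), and the chromosome 11 region reversed there to -0.48. Chromosome 11 did not pass with the expression limit (0.71). Chromosome 15 did not pass for MT1 against MG1 (0.79) or for MT2 against MG2. Its value for MT2 against MG2 was 1.52 with the sign reversed, so that a positive value means lower in MT2.

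Among 42 named genes, direction and side of the threshold stayed in 116 of 126 comparisons with other settings for mouse 1, 122 of 126 for mouse 2, 118 of 126 for the difference between the mice and 124 of 126 between the tumors. Over leave-outs they stayed in 480, 489, 490 and 492 of 504. With all cells, Mrc2 reversed to -0.047 in mouse 1 and -2.71 in the difference between the mice, and Fn1 reversed to -0.94 in mouse 1, where stromal cells bring these genes to the gland sums. Without MG1 replicate 1, Atf3 in mouse 1 reversed to 0.97 (range over leave-outs -1.25 to 0.97). Without MG1 replicate 2, which held 252 CPM of Fabp3 against 2.49 in MG1 replicate 1, the Fabp3 difference reversed to 5.19 (range -1.39 to 5.19). Without the gland cells of tumor clusters (added), the S100a4 difference reversed to -0.44, since those cells hold most of its gland UMIs.

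The filter of 500 or more detected genes removes 0 cells and has no value. Leaving out predicted doublets removes 54 cells and moves little. For the difference between the mice, only the groups of the contrast is the same fit. With 1 mouse left out the paired contrast has no test. Depth limits MG1 most: replicate 2 has 71 cells outside stromal clusters, and a gene with 0 UMIs in MG1 is limited to 1.00 CPM against 0.0760 CPM in MT2.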

Other observations

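Only the tests on paralogs and on other splits of the tumor libraries, and the running medians without keratins, were chosen before the results were seen; the tests on gland cells of tumor clusters, on Met in the Vim-high cells and on the other genes of the keratin regions were chosen after.

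Chance can be excluded for the difference between the tumors as a split of the libraries: 1 of the 56 splits of the 8 tumor libraries into 5 and 3, the real one, gave as many genes (9333), and the largest other split gave 0. The libraries of a tumor share their animal and preparation, so this excludes nothing about a batch that follows the tumor.

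The 3 regions that differed between the tumors have unlike explanations. On chromosome 11, keratin genes may be enough: without them the running median was 0.557, below the limit of 1.63, and 12 of the 27 other genes (44.4%) were higher in MT1, near the 35.3% of all tested genes. On chromosome 15 keratins and other causes cannot be told apart. Without keratins the value was 1.38, no longer past the limit, but 26 of the 34 other genes (76.5%) were still higher in MT1, and the region was chosen for this direction. For chromosome 5, reads shared between Abcb1a and Abcb1b are argued against as the whole cause, since the region still reached -2.13 without them, past its limit of 1.68. Leaving them out changes few genes of a window, so the test is weak. Their paralog Abcb4 was not among the tested genes. A gain of this region in MT2 is a candidate explanation, as is joint regulation. No DNA was measured, and neither was tested.

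Met, Capza2 and St7 were high in the Vim-high cells of MT1, at levels a little below those of its epithelial-like cells (Met 2471 ± 200 and 2681 ± 157 CPM, Capza2 10329 ± 1082 and 12851 ± 1051 CPM, n = 5 libraries). Within libraries Met and Capza2 were lower in the Vim-high cells in 5 of 5 and St7 in 4 of 5. The neighbours Cav1 (10689 and 156 CPM) and Cav2 (2044 and 822 CPM) were far higher in the Vim-high cells, so the block does not move as a unit. RNA of other cells in the droplets is argued against for Met as the whole source, since fibroblast-like and endothelial-like cells of the same libraries had 1006 ± 296 CPM. That level itself may be such RNA or doublets. Copy number was not tested.

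The 14 cells of MG1 replicate 1 in MT1 clusters were unlike both the gland and the sequenced tumor. Tes reached 6682 CPM (95% Poisson interval 6233 to 7154) against 177 in the other MG1 cells. Cells of MT1 carried into the gland suspension are argued against, since 200 random draws of MT1 cells gave a Tes median of 187 and a highest value of 405 CPM. Over 3242 genes, 180 lay outside all draws, against 31 for a further draw. That further draw came from the MT1 libraries as well, so the 31 does not cover differences between gland and tumor libraries. Doublets of gland cells are argued against, since the highest Tes level in another gland cluster was 287 CPM (basal-like), although these cells had more UMIs (median 7844.5 against 3522). On chromosome 6 a window of 15 genes from Pdk4 to Ndufa5 (5483351 to 24528013) was raised by 2.10 over the other MG1 cells (limit 1.15, permutation p 0.000999, the smallest possible), through 8 genes from Tes to Lsm8. Of these, Met, Capza2 and St7 were lower than in MT1 cells of the same clusters, and Tes, Gm20186, Lsm8 and Cav1 higher (by log2 5.09, 4.19, 3.54 and 1.14), so only part of the rise is shared with MT1. Over those MT1 cells no window on chromosome 6 was past the limit (0.890, limit 1.06), so whether the cells have a change of their own there cannot be told apart with 14 cells. Over MT1 the strongest run of the genome lay on chromosome 9 (53537047 to 57532426) and was lower, with a running median of -1.15 (permutation p 0.0130). All 14 cells come from 1 library, so a cell source outside these tissues stays open.

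Of the 47 MG2 cells in tumor clusters, 0 were in the clusters of MT2, which argues against cells of the sequenced MT2 tumor. Cells or RNA of MT1 libraries are argued against for the 44 in the Vim-high cluster, since Capza2 reached 1155 CPM where 200 draws of MT1 cells of that cluster gave 7798 to 12230. Over 3379 genes, 992 lay outside these draws, against 41 for a further draw. That further draw came from the MT1 libraries as well, so the 41 does not cover differences between gland and tumor libraries. Doublets of gland cells are argued against by Epcam at 4.33% of the luminal level and by Met at 706 CPM, above the 156 CPM of the highest other gland cluster. However, the 47 cells had more UMIs than the other MG2 cells (median 4461 against 2474). Their median doublet score was also higher (0.0487 against 0.0416). Over the other MG2 cells, mostly of other types, a window of 15 genes on chromosome 9 from Sik3 to Layn (46012820 to 51077094) was raised by 2.46 (limit 1.201, permutation p 0.000999, the smallest possible) and a window on chromosome 6 from Cav1 to Calu (17306335 to 29377110) by 1.89. These runs may reflect cell type. Over the MT1 cells of the same cluster, chromosome 9 reached 1.42 (42963842 to 44920742) and chromosome 6 reached 1.98 (18848579 to 30304539, permutation p 0.000999), past the limit of 1.10, which argues against the reference cells as the only cause. Joint regulation of neighbouring genes and cell types within the cluster stay open. MT2 had 13 cells in the same cluster, which were unlike the 44 (Epcam 1832 against 179 CPM and Vim 1616 against 6051 CPM). The source of the 44 cells stays open.

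Xist, which silences an X chromosome in female cells, was low in both sets: 24.3 CPM in the 14 cells against 559 in other MG1 cells, and 54.3 in the 47 against 597 in other MG2 cells. For the 14 cells, the MT1 cells of the same clusters had 54.0 (cluster 3) and 238 CPM (cluster 5). For the 44 of the 47 in the Vim-high cluster the level was 24.9 CPM, where MT1 cells of that cluster had 312 ± 42.8 CPM (n = 5 libraries). No biological explanation was tested.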
